A study of Mus musculus with 24 samples. Its data were reported in "Deciphering the RNA landscapes on mammalian cell surfaces" (2025).

How the data were processed

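Surface RNA was measured in 15 murine libraries, 3 each from B cells, T cells, natural killer (NK) cells, hematopoietic stem and progenitor cells (HSPCs) and monocytes. B cells, T cells and NK cells came from spleen, and HSPCs and monocytes from bone marrow. By the methods of the study, the T cells were CD8 T cells. The HSPCs were bone marrow cells left after lineage depletion, with no further selection stated. AMOUR, the assay used, binds intact fixed cells to lectin-coated beads and amplifies the RNA exposed on their outer membrane in place with T7 RNA polymerase, which uses it as a template. Reverse transcription follows on the amplified RNA. Total RNA of peripheral blood mononuclear cells (PBMCs) was measured in 9 further libraries, 3 in each of the groups named ct, WT and Y. The labels do not explain these names, so the letters are kept here.

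For the surface libraries the authors trimmed the reads with Trimmomatic, removed duplicates that carried the same barcode, and deposited transcripts per 1000000 (TPM) estimated with Kallisto. The murine transcript set used for this step is not stated. The tables of B cells, T cells, HSPCs and NK cells listed the same 102168 transcripts, 0 of which were at 0 in all 12 libraries. The monocyte table listed 149488 transcripts, of which 79567 were at 0 in all 3 libraries. Comparisons between cell types used the 102001 transcripts listed in all 5 tables, which held between 99.0% and 100.0% of the TPM of a library. TPM were set within each table and are corrected for transcript length. TPM therefore measures a length-corrected share of a library, not its share of reads, and keeps no depth. All shares of surface libraries given here are shares of TPM. The depth of the surface libraries is therefore unknown, and no counting intervals are given for them. The methods of the study place the monocyte libraries on another sequencing platform than the other 12. Of the transcripts of the other tables, 167 were absent from the monocyte table, although it lists transcripts at 0. Of these, 69 were present there under another version, so the transcript set was not the same. Platform, transcript set and cell type are therefore confounded for monocytes.

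For PBMCs the authors deposited expected counts per gene from RSEM. The version of RSEM is not stated. The methods of the study name STAR for the alignment of RNA-seq reads but do not say whether this covers the PBMC libraries. The expected counts were rounded to whole numbers and were not otherwise changed. The 9 libraries held between 4686426 and 9055797 counts, and 29741 of the 55335 listed genes were above 0 in at least 1 library. Of the listed gene identifiers, 54587 matched the GENCODE release M21 annotation of GRCm38 with their version. Positions of genes are from that annotation, matched by gene identifier. The genome build used for the surface tables is not stated.

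Agreement of surface replicates was described by Pearson's r and Spearman's rho across transcripts, which are not independent replicates. A surface hit was a transcript with a mean above 50 TPM, the rule used in the study. The 150 transcripts with the highest mean TPM were counted by RNA type in each cell type. The share of TPM held by each of 10 RNA types, and by all other types together, was compared between 1 cell type and the other 4 with a two-sided exact permutation test of the log2 share. This test used all 455 choices of 3 of the 15 libraries, with Benjamini-Hochberg adjustment over 55 tests. The smallest p it allows is 0.00220.

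Transcripts were compared between cell types with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), in one fit of the 15 libraries with a mean-variance trend. Each contrast set 1 cell type against the mean of the other 4. Transcripts had to exceed 50 TPM in at least 1 library, which left 1151, of which 1041 had distinct values. Fold changes are on the log2(TPM + 1) scale, which understates the change of scarce transcripts. The study used DESeq2 on counts for this comparison, whereas TPM values are not counts.

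PBMC counts were compared with the quasi-likelihood test of edgeR 4.0.16 after TMM normalization and its default expression filter, in one fit of the 9 libraries. The filter left 11635 genes. Calls in both data types needed a Benjamini-Hochberg adjusted p below 0.05. Gene lists were tested in PBMCs with camera of limma on log2 counts per 1000000 (CPM) with a prior count of 2 and a preset correlation of 0.01 between genes, and with fry and an estimated correlation beside it. On the surface, the summed TPM of a list was compared with the exact permutation test, adjusted over 50 tests.

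The gene lists held 16 genes drawn from RNAs and classes of RNA that the study discusses, interferon response and inflammatory response genes, and markers of B cells, T cells, NK cells, monocytes, neutrophils, HSPCs, erythroid cells and platelets. These lists, the tests of the comparisons, the camera tests of the interferon and inflammatory response lists, most of the alternatives and the rule for named genes were chosen before the data were examined. The tests of the other lists in PBMCs and of all summed lists on the surface, also as percent of protein-coding TPM, were chosen afterwards. A list of 25 immediate early genes was added after the PBMC results were seen, without the genes that prompted it. The rule named the 3 transcripts with the largest positive fold change per surface contrast, among called transcripts whose lowest replicate lay above all libraries of the other cell types. For each PBMC contrast it named the 3 genes with the largest fold change per direction, among called genes with a mean of at least 1 CPM and no overlap between the groups compared. It also named the most abundant transcripts, the 16 listed genes of the study, and Rny1 and Rny3 in PBMCs.

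The fits were tested on simulated data. In the simulated NK cell contrast over 1151 transcripts, 94% of 200 transcripts changed by 2 on the log2 scale were recovered with 5 false calls. In the simulated comparison of WT against ct over 11402 genes, 72% of 200 genes changed by 1 on the log2 scale were recovered with 8 false calls. Simulated Y against ct held no change and gave 1 false call.

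Alternatives covered the pseudocount, the filter on low values, rescaling without ribosomal RNA, quantile normalization, transcripts with the same values in every library taken once, sums per gene, other reference groups, DESeq2 1.42.0, its size factors, a replicate block and each replicate left out in turn. Rescaling without ribosomal RNA and without 3 same-valued transcripts that dominated the HSPC libraries was chosen after seeing the data. For random splits, 100 were drawn where there were more. Sequences of single transcripts were compared with blastn 2.17.0 at an identity of at least 90% and an E-value of at most 1e-5. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Nuclear tRNA was not analysed here, since the surface TPM listed 0 such transcripts, and no share of TPM includes it. Mitochondrial tRNA was kept as an RNA type. The human data of the study were not used here.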

Results

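The surface RNA of 5 murine blood cell types was profiled with AMOUR in 3 libraries each, and the total RNA of murine PBMCs was sequenced in 3 groups of 3 libraries. The surface libraries had between 45448 and 63485 transcripts above 0 TPM. Their depth is unknown, since TPM keeps none. The PBMC libraries held 8678974, 6825519 and 7841894 expected counts in ct, 8415516, 7800347 and 9055797 in WT, and 4686426, 7481970 and 7041004 in Y. The ribosomal RNA gene CT010467.1 (chromosome 17, 39846353 to 39848827, GRCm38, minus strand) took between 50.5% and 57.0% of the counts of a PBMC library, which limits the precision for scarce genes. The series title names innate immunity as its subject.

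The first question was how closely surface replicates agreed. Pearson's r across transcripts ranged from 0.818 to 0.999 over the 15 pairs of replicates of one cell type, and Spearman's rho from 0.557 to 0.729. The lowest values of r were found in B cells, where replicate 1 gave 0.892 with replicate 2 and 0.818 with replicate 3, while replicates 2 and 3 gave 0.985. HSPC pairs gave at least 0.997. The log2(TPM + 1) scale moved this result most, since the mean r of monocytes fell to 0.852 on that scale. In PBMCs, r between replicates lay between 0.962 and 0.972. No pair of PBMC replicates was a copy of the same library, as the chi-square per gene between replicates was at least 5.54.

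The number of surface hits asks how many transcripts each cell type exposes above the threshold of the study. The mean over replicates passed 50 TPM for 321 transcripts in B cells, 349 in T cells, 230 in HSPCs, 358 in NK cells and 893 in monocytes. Counted per library, hits numbered 316 ± 7.57 in B cells, 345 ± 15.1 in T cells, 225 ± 22.2 in HSPCs, 356 ± 21.5 in NK cells and 899 ± 18.6 in monocytes (mean ± SD, n = 3 each). The lowest monocyte library, with 878 hits, lay above the highest library of the other types, an NK cell library with 380. Protein-coding transcripts made 475 of the monocyte hits, against 62 in B cells, 25 in T cells, 38 in HSPCs and 63 in NK cells. In all cell types but HSPCs the counts moved most with a lower threshold of 10 TPM, at which monocytes had 4520 hits and T cells 681. In HSPCs the rescaling without rRNA and 3 same-valued transcripts, chosen after seeing the data, moved the count most. It gave HSPCs 682 hits, more than the 581 in B cells, 447 in T cells and 562 in NK cells on that scale. Because each hit is a share of a library, the counts also depend on the few transcripts that take most of it.

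Among the 150 most abundant transcripts, small nuclear RNAs (snRNA) numbered 74 in B cells, 59 in T cells, 45 in HSPCs, 66 in NK cells and 30 in monocytes. Ribosomal RNAs (rRNA) numbered 44, 38, 39, 39 and 41 in the same order. Small nucleolar RNAs (snoRNA) were most frequent in T cells, with 22, and numbered 8 to 10 in the other types. Protein-coding transcripts numbered 24 in monocytes, 17 in HSPCs, 1 in B cells and 0 in T cells and NK cells. Many of these transcripts are near-identical copies with the same TPM in every library. With such copies counted once, the 150 held 11 or fewer rRNAs in each cell type, and 64 snoRNAs in T cells.

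A few transcripts dominated each library. The 18S rRNA transcript Rn18s-rs5-201 was the most abundant in 4 cell types, with 107639 ± 9748 TPM in B cells, 63128 ± 14954 in T cells, 143430 ± 33366 in NK cells and 227092 ± 31289 in monocytes (n = 3 each). In HSPCs it reached 58687 ± 14714 TPM. There the most abundant transcripts were Gm55936-201, Gm55094-201 and Gm55118-201, annotated as microRNA (miRNA). These 3 had the same values in every library, so that the reads cannot be divided between them. Each was at 263459 ± 14979 TPM in HSPCs (n = 3), and together they held between 74.3% and 83.3% of the TPM of an HSPC library. Their share of the reads is not known, since TPM gives short transcripts more weight than reads do. In the other cell types they held between 9.72% and 31.5%. None of these 4 transcripts has a position in the annotation used. Whether the reads given to the 3 come from cellular RNA or from a technical product of library preparation was not settled.

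**Figure D1:**
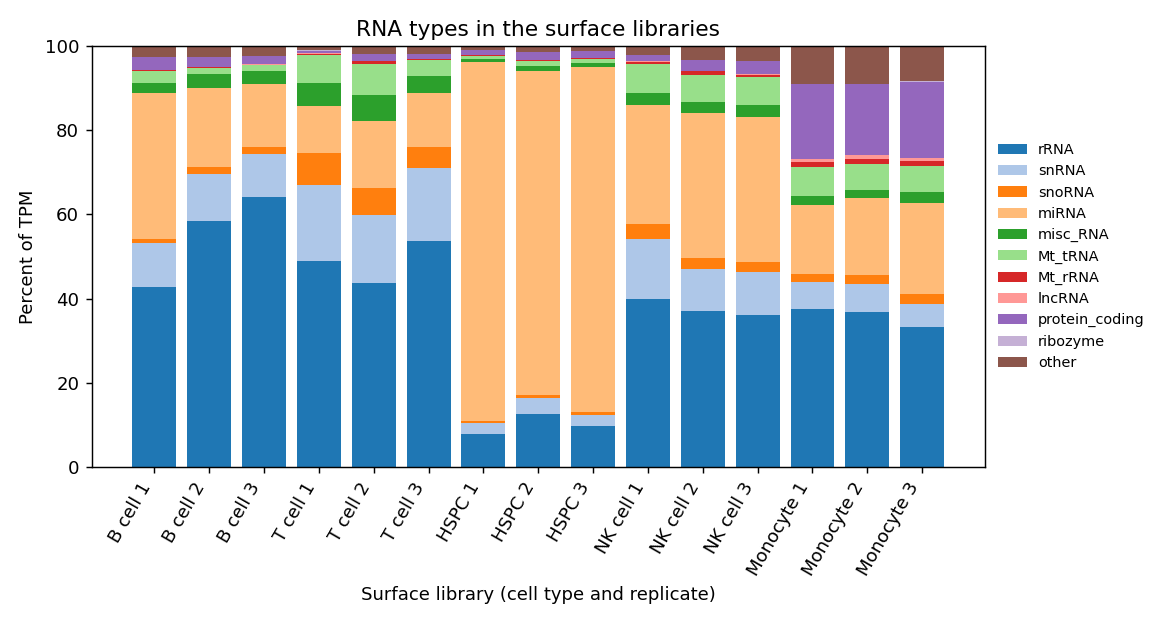
Stacked bars give the percent of TPM held by each RNA type (vertical axis) in each of the 15 surface libraries (horizontal axis, grouped by cell type, 3 replicates each). miRNA holds 77.2% to 85.4% of the HSPC libraries (the 3 same-valued transcripts alone hold 74.3% to 83.3%), and protein-coding RNA 16.9% to 18.1% of the monocyte libraries.

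The share of TPM per RNA type was compared to ask whether RNA types differ in abundance between cell types. Of 55 comparisons, 8 shares were called higher and 6 lower by the exact permutation test. The miRNA share of HSPCs was 81.5% ± 4.13 (n = 3), against 11.2% to 34.5% in the other 12 libraries, with an adjusted p of 0.0121 (two-sided exact permutation test, Benjamini-Hochberg). Its unadjusted p of 0.00220 is the smallest that the exact permutation test allows. Nearly all of this share was that of the 3 same-valued transcripts, so its meaning depends on what they are. Without rRNA and the 3, the miRNA share was 22.9% ± 0.985 in HSPCs and 3.48% to 16.9% in the others, and was still called higher (adjusted p 0.0220, exact permutation test with Benjamini-Hochberg). That call rests on 1 transcript, Mir6236-201, whose match with the large-subunit rRNA could not be searched. It held 19.5% to 20.8% of the HSPC libraries on that scale and at most 15.4% of the others, while the other miRNA held 2.25% to 2.90% in HSPCs and 6.87% to 7.13% in monocytes. The rRNA share of HSPCs was 9.95% ± 2.44, against at least 33.1% in the others, and their shares of snRNA, snoRNA, miscellaneous RNA and mitochondrial tRNA were lower too, each with an adjusted p of 0.0121 in the same exact permutation test. All 3 HSPC libraries lay below the other 12 for each of these types, where chance places 3 of 15 libraries on one side in 0.220% of choices. The ribozyme share of HSPCs was 0.0141% ± 0.00121 and was called lower, with an adjusted p of 0.0201 (exact permutation test, Benjamini-Hochberg). Apart from rRNA, which that scale leaves out, none of these lower calls of HSPCs was made without rRNA and the 3. The log2 ratios were then -0.09 for snRNA (adjusted p 0.957), -0.51 for snoRNA (0.479), -0.10 for miscellaneous RNA (0.932), -0.45 for mitochondrial tRNA (0.479) and 0.69 for ribozymes (0.315), by the same exact permutation test with Benjamini-Hochberg. On that scale 8 shares were called lower, all in other cell types: mitochondrial tRNA and mitochondrial rRNA in B cells, miRNA, long non-coding RNA, protein-coding RNA and the remaining types in T cells, and snRNA and miscellaneous RNA in monocytes (adjusted p 0.0137 to 0.0314, exact permutation test with Benjamini-Hochberg). The mitochondrial tRNA share of NK cells was called higher (adjusted p 0.0440 in that exact permutation test). T cells had the highest snoRNA share, 6.34% ± 1.29, against 0.475% to 3.36% in the other libraries (log2 ratio 2.07, adjusted p 0.0201, exact permutation test with Benjamini-Hochberg). Their share of miscellaneous RNA, 5.17% ± 1.11, was called higher as well, but not without rRNA and the 3 (adjusted p 0.136, exact permutation test with Benjamini-Hochberg). B cells had the highest ribozyme share, 0.0462% ± 0.00169. The ribozyme shares are those of Rpph1, the RNA of RNase P, which held at least 99.0% of them in B cells, 99.4% in HSPCs and 95.1% in monocytes.

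Protein-coding RNA held 17.6% ± 0.624 of the monocyte TPM, against 0.645% to 2.96% in the other 12 libraries (log2 ratio 3.36, adjusted p 0.0121, exact permutation test with Benjamini-Hochberg). Long non-coding RNA, at 0.842% ± 0.0299, mitochondrial rRNA, at 1.10% ± 0.0599, and the remaining types, at 8.77% ± 0.368, were called higher in monocytes too. Of these, the mitochondrial rRNA share was not called without rRNA and the 3 (adjusted p 0.297, exact permutation test with Benjamini-Hochberg). The monocyte libraries were sequenced on another platform, and no library of another cell type was. Their transcript set differed too, so the difference cannot be assigned to cell type, platform or transcript set. The calls on shares moved most when 1 library was left out. The smaller arm then allows fewer choices and a larger smallest p, and the joint adjustment carries this to the other cell types. Without HSPC replicate 2 or 3, the calls of B cells, T cells and monocytes were lost at adjusted p of 0.0504 to 0.0944 (exact permutation test with Benjamini-Hochberg). The 8 higher calls became 0 without HSPC replicate 2 or HSPC replicate 3, 4 without HSPC replicate 1, 3 without any one of the monocyte replicates, and 5 without T cell replicate 1 or 3. The 6 lower calls became 0 without any one of the HSPC replicates. No direction changed, and the log2 ratio of the miRNA share of HSPCs stayed between 1.93 and 2.08.

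Surface RNAs abundant on every cell type were counted as transcripts above 50 TPM in all 15 libraries. There were 167, of which 75 were snRNA, 39 rRNA, 19 mitochondrial tRNA, 12 snoRNA, 8 miRNA, 6 miscellaneous RNA, 3 protein-coding and 2 mitochondrial rRNA. The other types had 1 each: long non-coding RNA, ribozyme and the remaining types. With same-valued transcripts counted once, 74 were left, and with a threshold of 10 TPM there were 303.

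To find transcripts that mark a cell type, each type was set against the mean of the other 4. Of 1151 transcripts, limma called 225 higher and 507 lower in B cells, 298 and 643 in T cells, 33 and 831 in HSPCs, 180 and 268 in NK cells, and 843 and 121 in monocytes (Benjamini-Hochberg). Higher calls made up 30.7% in B cells, 31.7% in T cells, 3.82% in HSPCs, 40.2% in NK cells and 87.4% in monocytes. The split moved with the reference and, because TPM are shares, with the scaling. Without the monocyte libraries, higher calls made up 52.8% in B cells, 75.0% in T cells, 8.18% in HSPCs and 96.0% in NK cells. Quantile normalization gave 50.7% higher calls in HSPCs and 63.0% in monocytes. Rescaling without rRNA and the 3 same-valued transcripts, in which 2395 transcripts were tested, gave 61.3% in HSPCs, 14.0% in T cells and 21.2% in NK cells. Rescaling without rRNA alone, with 1737 tested, gave 41.6% in B cells and 28.2% in NK cells. The largest change in number came from testing all 102001 transcripts, with 37321 higher calls in monocytes. Without B cell replicate 2 the higher calls of B cells fell to 145, and without HSPC replicate 2 those of HSPCs fell to 21.

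The transcripts with the largest positive fold change in B cells were 1 of Gm10275 (ENSMUST00000242331.1) and 2 of Cd74. That of Gm10275 (ENSMUSG00000069682.8, chromosome 10, 29698746 to 29699380), at 117 ± 49.5 TPM, comes from a transcribed processed pseudogene, so its value is uncertain where reads are shared with a parent gene. Its log2 fold change was 6.56 (SE 0.431, limma adjusted p 3.16e-08). Cd74-201 (ENSMUSG00000024610, chromosome 18, 60803848 to 60812652) was at 528 ± 84.7 TPM, with a log2 fold change of 6.06 (SE 0.286, limma adjusted p 1.19e-09), and a Cd74 transcript with a retained intron (ENSMUST00000238179.2) was at 181 ± 25.4 TPM. In T cells, 3 joining segments of the T cell receptor alpha locus on chromosome 14 led. Traj21-201 (54198790 to 54198846) was at 62.3 ± 30.6 TPM and is listed at 0 in the other 12 libraries. Traj24-201 (54195638 to 54195700) reached 50.2 ± 29.5 TPM, with a log2 fold change of 5.39 (SE 0.297, limma adjusted p 7.19e-09), and Traj22-201 (54197248 to 54197307) 40.3 ± 20.9 TPM. The only distinct transcript of HSPCs that passed the rule was Gm55936-201 with its same-valued copies (log2 fold change 2.23, SE 0.232, limma adjusted p 8.99e-07), which lost its call under quantile normalization.

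In NK cells the leading transcripts were Ccl5-201, Gzma-201 and Car1-203. Ccl5-201 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) was at 244 ± 95.7 TPM, against at most 17.8 in the other libraries, with a log2 fold change of 6.07 (SE 0.301, limma adjusted p 3.98e-09). Gzma-201 (ENSMUSG00000023132, chromosome 13, 113093825 to 113100981) was at 64.7 ± 30.6 TPM, against at most 1.27 elsewhere. Car1-203 (chromosome 3, 14766216 to 14808368) was at 43.0 ± 15.7 TPM, against at most 28.1 elsewhere. In monocytes, Gm12896-201 (chromosome 4, 122122847 to 122123072), a processed pseudogene whose value equals that of one other transcript, was at 5030 ± 702 TPM, against at most 0.278 in the other libraries. Platform and transcript set also differed for monocytes, so this difference cannot be assigned to cell type. Lyz2-201 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321) was at 1865 ± 233 TPM, with a log2 fold change of 9.39 (SE 0.258, limma adjusted p 1.22e-13). Chil3-201 (ENSMUSG00000040809, chromosome 3, 106147554 to 106167564) was at 647 ± 126 TPM, with a log2 fold change of 8.62 (SE 0.248, limma adjusted p 1.94e-13). All these TPM values are means ± SD over n = 3 libraries. Called transcripts whose 3 libraries all lay above the other 12 were also counted. They numbered 35 in B cells, 98 in T cells, 3 in HSPCs, 6 in NK cells and 730 in monocytes. Chance gives 0.220% for any transcript. These were already called on the same libraries, so their counts cannot be judged against that rate.

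A list of 16 genes drawn from RNAs and classes of RNA that the study discusses was tested on TPM summed per gene. Of these, 14 passed the filter in that limma fit, which held 1352 genes. With Benjamini-Hochberg adjustment over all genes of the fit, 9 were called in B cells, 8 in T cells, 8 in HSPCs, 9 in NK cells and 14 in monocytes. The counts adjusted over the list alone were 9, 7, 8, 9 and 14. The Y RNA Rny1 (chromosome 6, 47788069 to 47788180) was detected on all cell types, from 394 ± 76.9 TPM in HSPCs to 2026 ± 242 in monocytes (n = 3 each). Its log2 fold change was 1.49 in monocytes (SE 0.222, limma adjusted p 1.13e-05) and -1.49 in HSPCs (limma adjusted p 2.32e-05). Rny3 (chromosome 6, 47781624 to 47781725) ranged from 329 ± 46.5 TPM in B cells to 2594 ± 475 in monocytes. The vault RNA Vaultrc5 was at 243 ± 6.00 TPM in HSPCs and 2872 ± 191 in monocytes. The mitochondrial rRNA mt-Rnr1 spread more between replicates, with 481 ± 526 TPM in B cells, and reached 5500 ± 271 in monocytes. Xist was at 56.8 ± 3.40 TPM in monocytes and at most 7.60 ± 2.98 on average in the other types. Gapdh, a messenger RNA, was at 299 ± 24.8 TPM in monocytes and between 7.02 and 24.4 on average elsewhere (log2 fold change 4.21, limma adjusted p 2.42e-09). The study used GAPDH as a control, whose probes gave no signal on intact human cord blood mononuclear cells. That was imaging and flow cytometry of human cells, so it does not decide whether Gapdh here came from inside the cells. The RNA of RNase MRP, Rmrp, was lower in monocytes than elsewhere, at 154 ± 4.82 TPM (log2 fold change -0.97, limma adjusted p 3.26e-04).

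Marker lists of the cell types asked whether lineage messenger RNAs follow the sorted type. The B cell list summed to 981 ± 185 TPM in B cells, against at most 307 in any other library, and the T cell list to 133 ± 68.1 TPM in T cells, against at most 26.6. The NK cell list summed to 478 ± 206 TPM in NK cells, against at most 43.8, and the monocyte list to 3920 ± 390 TPM in monocytes, against at most 112. Each of these 4 lists was called higher in its own type (adjusted p 0.0122, exact permutation test with Benjamini-Hochberg over 50 tests). The NK cell list was also called lower in B cells. The HSPC list was at 21.9 ± 5.29 TPM in HSPCs and was called higher in monocytes, at 217 ± 21.01 TPM. The monocyte libraries were also called higher for the interferon response list (1403 ± 117 TPM), the inflammatory response list (788 ± 68.3 TPM), the neutrophil list (2274 ± 133 TPM) and the platelet list (149 ± 29.5 TPM), all n = 3. The erythroid list gave 0 calls, with 2 of 5 tests at an unadjusted p below 0.05 in the exact permutation test. Without rRNA and the 3, the platelet list was not called in monocytes (adjusted p 0.145, exact permutation test with Benjamini-Hochberg), where it averaged 299.6 TPM against 319 in HSPCs. The erythroid list was then called higher in HSPCs, at 465 ± 76.4 TPM against at most 219 in any other library (adjusted p 0.0275, exact permutation test with Benjamini-Hochberg). On the scale without rRNA and the 3, the inflammatory response, HSPC and platelet lists were also called lower in T cells and the neutrophil list lower in B cells, and the other calls held. As percent of protein-coding TPM, the inflammatory response list was at 1.22% to 1.68% in NK cells and 0.362% to 0.385% in monocytes. The platelet list was at 0.199% to 0.215% in HSPCs and 0.0633% to 0.0913% in monocytes. The interferon response list overlapped between B cells and monocytes, at 0.515% to 0.617% and 0.591% to 0.683%. The monocyte list stayed higher in monocytes, at 2.01% to 2.26% against at most 0.440% elsewhere.

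In PBMCs, the groups ct, WT and Y were compared with each other. Between WT and ct, edgeR called 275 of 11635 genes, 89 higher and 186 lower in WT. Between Y and ct it called 82 genes, 31 higher and 51 lower in Y, and between Y and WT 146 genes, 51 higher and 95 lower in Y. At an unadjusted p below 0.05 the counts were 1368, 1002 and 1367. The groups did not overlap in 274 of the 275, 82 of the 82 and 145 of the 146 called genes, and in 16.2%, 13.2% and 17.3% of all genes tested, where chance gives 10%. Among the alternatives that kept all libraries, the filter moved the counts most: without it, 29571 genes were tested and 484, 257 and 366 were called. Single libraries decided much of each count. Without WT replicate 2, 168 genes were called between WT and ct. Y against ct gave 167 calls without ct replicate 3, 54 without ct replicate 2, 49 without Y replicate 1, 42 without Y replicate 2 and 34 without Y replicate 3. Y against WT gave 52 calls without Y replicate 3, 73 without Y replicate 2, 82 without Y replicate 1, 81 without WT replicate 2 and 80 without WT replicate 3.

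The comparisons with ct share its libraries. The log2 fold changes of WT and of Y against ct had an r of 0.441 across genes, which are not independent replicates. Unchanged groups simulated against ct gave 0.472 to 0.504, so the observed value was no higher than shared controls alone give. Both comparisons called 43 genes, 39 of them in the same direction.

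The largest increases in WT against ct were those of Cks2, Ciart and Creb5. Creb5 (ENSMUSG00000053007, chromosome 6, 53287270 to 53700376) was at 22.5 ± 4.60 CPM in WT and 7.10 ± 1.60 in ct (n = 3 each), with a log2 fold change of 1.68 (SE 0.195, edgeR adjusted p 2.28e-04). In Y it was at 6.94 ± 2.53 CPM, and its log2 fold change against WT was -1.65 (SE 0.201, edgeR adjusted p 2.39e-04). Cks2 (chromosome 13, 51645232 to 51650660) and Ciart (chromosome 3, 95878503 to 95882251) were scarce, at 2.40 and 2.23 CPM in WT, with log2 fold changes of 1.98 and 1.88. The largest decreases in WT were those of Vcan (chromosome 13, 89655312 to 89742509), Lrg1 and Prxl2a (chromosome 14, 40993740 to 41013788), with log2 fold changes of -2.03, -1.54 and -1.41. Lrg1 (ENSMUSG00000037095, chromosome 17, 56119678 to 56122001) was at 2.37 ± 0.331 CPM in WT, 7.01 ± 1.85 in ct and 9.94 ± 0.923 in Y. Its log2 fold change in Y against WT was 2.06 (SE 0.212, edgeR adjusted p 4.90e-05). Vcan rose by 2.41 on the log2 scale in Y against WT.

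In Y against ct the largest increases were those of Abca13 (chromosome 11, 9191942 to 9684259), Wfdc21 and Rps18-ps3. Wfdc21 (ENSMUSG00000051748, chromosome 11, 83746940 to 83752642) was at 3.03 ± 0.451 CPM in Y, 0.645 ± 0.253 in ct and 0.702 ± 0.166 in WT. Its log2 fold changes in Y were 2.24 against ct (SE 0.358, edgeR adjusted p 0.00481) and 2.10 against WT (SE 0.349, edgeR adjusted p 0.00416). Abca13 had a log2 fold change of 2.53, and the processed pseudogene Rps18-ps3 (chromosome 8, 107262793 to 107263248), which can share reads with its parent gene, one of 2.13. The largest decreases were those of Ncapg2 (chromosome 12, 116405402 to 116463731), with -2.82, Hspa1b and Tmem158 (chromosome 9, 123259053 to 123260764), with -1.21. Hspa1b (ENSMUSG00000090877, chromosome 17, 34956436 to 34959238), a near-identical copy of Hspa1a, was at 3.41 ± 0.501 CPM in Y and 9.51 ± 1.23 in ct, with a log2 fold change of -1.45 (SE 0.172, edgeR adjusted p 4.36e-04). The remaining named decreases in Y against WT were those of Hist1h2bk (chromosome 13, 22035870 to 22036345), with -2.27, and the small nuclear RNA Gm23928 (chromosome 7, 91667149 to 91667293), with -1.67. Both belong to gene families with similar copies. Among the 9 fits that each left out 1 library, the call was lost in 7 for Rps18-ps3, 6 for Hist1h2bk, 5 for Tmem158, 4 for Vcan in WT against ct, 3 for Vcan in Y against WT, 3 for Ciart, and 1 each for Abca13, Ncapg2, Gm23928 and both calls on Wfdc21. Rps18-ps3 then had log2 fold changes between 1.51 and 2.79, and Hist1h2bk between -2.73 and -1.59.

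**Figure D2:**
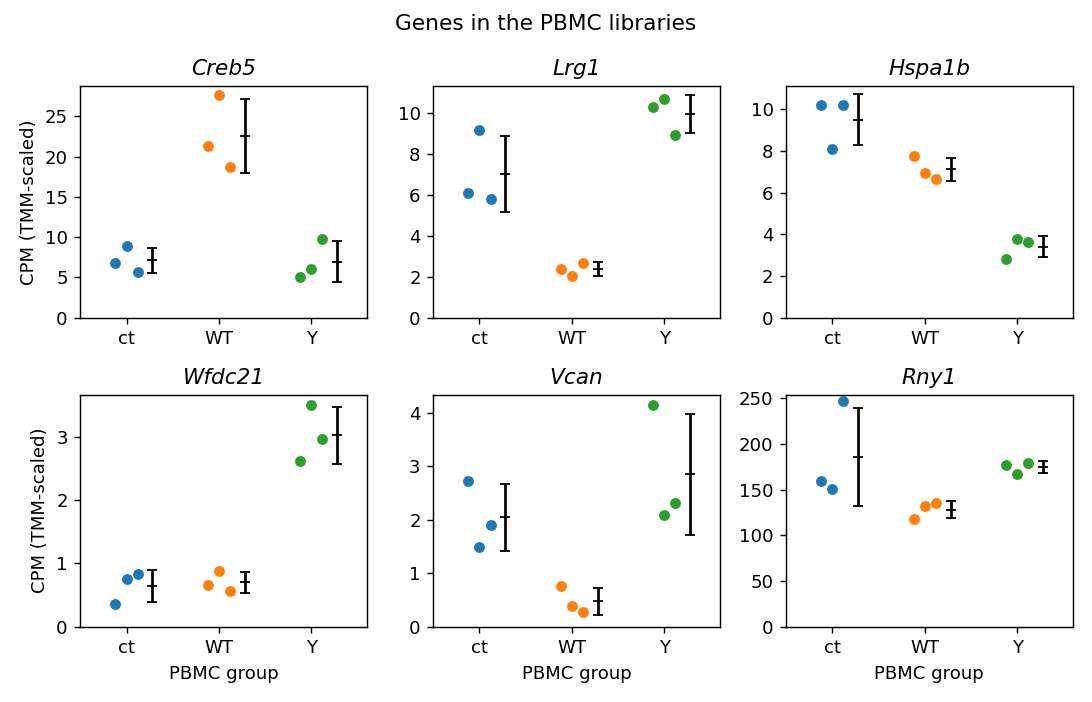
Points give the CPM (vertical axis) of 6 genes in each PBMC library of the groups ct, WT and Y (horizontal axis), with the mean and SD of each group of 3. Creb5 averages 22.5 CPM in WT against 7.10 in ct and 6.94 in Y, while Rny1 overlaps between ct and Y.

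The Y RNAs were compared in PBMCs because surface Y RNAs are a subject of the study. Rny1 was at 186 ± 53.5 CPM in ct, 128 ± 9.28 in WT and 175 ± 6.90 in Y (n = 3 each). Its log2 fold change of -0.54 in WT against ct (SE 0.144) was not called by edgeR, with an adjusted p of 0.0676, but was called under 4 alternatives that kept all libraries of both groups, among them DESeq2. With 1 library left out, the log2 fold change lay between -0.67 and -0.27, and the value nearest 0 came without ct replicate 3 (edgeR adjusted p 0.203), so this library decides much of its size. Rny3 was at 217 ± 42.4, 186 ± 38.9 and 199 ± 5.82 CPM, and no comparison called it.

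For innate immunity, the inflammatory response list was higher in WT than in ct (camera adjusted p 2.10e-06 over 6 tests, median log2 fold change 0.36, 25 of 34 genes higher). It was lower in Y than in WT (camera adjusted p 6.37e-06, median -0.32, 24 of 34 genes lower) and did not differ between Y and ct (camera adjusted p 0.817). Single genes adjusted over the list alone were called in 17 cases for WT against ct and 16 for Y against WT, compared with 9 and 9 over all genes. The interferon response list was lower in Y than in WT (camera adjusted p 0.0101, median -0.11, 33 of 45 genes lower), with 0 of its genes called over all genes and 0 adjusted over the list alone. It did not differ between WT and ct (camera adjusted p 0.223) or between Y and ct (camera adjusted p 0.194). All 3 calls held under fry and under an estimated correlation. By camera with that estimate, the adjusted p was 0.00468 for both inflammatory response calls and 0.0303 for the interferon response call. Under fry, the interferon response list was also called lower in Y than in ct (adjusted p 0.0224 by fry with Benjamini-Hochberg, against 0.110 to 0.309 by camera with 1 library left out). No other alternative changed a call on these lists.

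The other lists were adjusted over 27 tests. The neutrophil list was higher in Y, at 329 ± 12.8 CPM against 161 ± 7.13 in ct and 151 ± 5.58 in WT. Its median log2 fold change was 1.22 against ct (camera adjusted p 1.33e-25, 11 of 11 genes higher) and 1.00 against WT (camera adjusted p 3.27e-18). The erythroid list was lower in WT than in ct, with a median of -0.78 (camera adjusted p 3.75e-16, 8 of 8 genes lower), and lower in Y than in ct, with a median of -0.66 (camera adjusted p 1.71e-15). The platelet list fell likewise, with medians of -0.63 in WT (camera adjusted p 3.75e-16, 10 of 10 genes lower) and -0.39 in Y (camera adjusted p 2.64e-09), and was higher in Y than in WT, with a median of 0.20 (camera adjusted p 1.65e-04). The NK cell list was higher in WT than in ct, with a median of 0.42 (camera adjusted p 5.16e-08, 13 of 13 genes higher), and lower in Y than in WT, with a median of -0.37 (camera adjusted p 7.96e-07). The immediate early list was higher in WT than in ct, with a median of 0.41 (camera adjusted p 7.84e-17, 23 of 24 genes higher), and lower in Y than in WT, with a median of -0.50 (camera adjusted p 1.70e-20). It was called lower in Y than in ct (median -0.09, camera adjusted p 0.0473), and the monocyte list lower in Y than in WT (median -0.08, camera adjusted p 0.0478). These last calls failed under fry and under an estimated correlation, and the platelet call between Y and WT failed under an estimated correlation (adjusted p 0.125 by camera with that estimate). The other calls held under both, but an estimated correlation gave far larger p. By camera with that estimate, the adjusted p of the neutrophil list was 7.68e-04 in Y against ct and 0.00111 against WT. For the erythroid, platelet, NK cell and immediate early lists in WT against ct it was 0.00723 each. The size of the camera p above thus rests on the preset correlation of 0.01. The B cell, T cell and HSPC lists gave 0 calls under camera, with 0 of their 9 tests at an unadjusted p below 0.05, whereas fry called the B cell list in 2 comparisons and the T cell list in 1.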

Values the study reported

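The study reported Pearson correlation coefficients between 0.84 and 0.99 among 3 biological replicates of the surface RNA libraries, human and murine cells together. It described the 150 most abundant surface RNAs that are not tRNA as mostly non-coding.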

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

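Of the alternatives, the rescaling without rRNA and the 3 same-valued transcripts was chosen only after their share of the HSPC libraries was seen.

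The surface contrasts moved most. Without a filter, 102001 transcripts were tested, with 3300 higher and 9425 lower calls in B cells, 1693 and 14919 in T cells, 1285 and 13118 in HSPCs, 2272 and 6011 in NK cells, and 37321 and 2113 in monocytes. With TPM above 1 in at least 3 libraries, 20096 transcripts were tested, with 1652 higher and 11055 lower calls in B cells, 702 and 15535 in T cells, 220 and 14820 in HSPCs, 837 and 9095 in NK cells, and 17271 and 911 in monocytes. More transcripts tested is the cause by construction. A call against each of the other 4 cell types is stricter by construction. It left 30 higher and 34 lower calls in B cells, 72 and 130 in T cells, and 3 and 234 in HSPCs. In NK cells it left 5 and 0, where the contrast with the mean gave 568 transcripts at an unadjusted p below 0.05. In monocytes it left 716 higher and 11 lower calls. Without the monocyte libraries 537 transcripts were tested, with 181 higher and 162 lower calls in B cells, 297 and 99 in T cells, 36 and 404 in HSPCs, and 238 and 10 in NK cells, so that higher calls outnumbered lower ones in all but HSPCs. Fewer transcripts and a reference without monocytes are part of that setting.

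Scaling changed the split of calls. It also changed which transcripts pass the filter: 1737 were tested without rRNA and 2395 without rRNA and the 3, against 1151 as deposited, so that more transcripts tested is part of the larger counts. Rescaled without rRNA, B cells had 414 higher calls, T cells 1057 lower, HSPCs 16 higher and 1465 lower, NK cells 512 lower, and monocytes 1344 higher. Rescaled without rRNA and the 3 same-valued transcripts, B cells had 398 higher and 907 lower calls, T cells 1702 lower, HSPCs 788 higher and 498 lower, NK cells 814 lower, and monocytes 1719 higher and 364 lower. In quantile normalization HSPCs had 327 higher and 318 lower calls, and monocytes 354 lower. The median log2 fold change moved with the scale. Without rRNA it moved by 0.55 in B cells, 0.25 in T cells and -0.66 in HSPCs, and by less than 0.1 in the others. Without rRNA and the 3 it moved by 0.16 in B cells, -0.60 in T cells, 1.68 in HSPCs, -0.26 in NK cells and -0.84 in monocytes. In quantile normalization it moved by 0.27, 0.47, 1.32, 0.17 and -2.36 in B cells, T cells, HSPCs, NK cells and monocytes. Changes are therefore relative to each scale. The lower calls of NK cells numbered 142 at a pseudocount of 0.1 and 460 at 10, and the cause was not tested. Taking same-valued transcripts once left 135 higher calls in B cells and 77 lower calls in monocytes, as fewer transcripts were tested. Sums per gene and a fit without the trend kept all 10 counts within 1.5 times. Fits that each left out 1 library gave 145 to 228 higher calls in B cells and 21 to 42 in HSPCs, with 145 without B cell replicate 2 and 21 without HSPC replicate 2. The other counts stayed within 1.5 times.

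Mean r between replicates on the log2(TPM + 1) scale was 0.958 in T cells, 0.972 in HSPCs, 0.922 in NK cells and 0.852 in monocytes, and the rescaling without rRNA and the 3 gave 0.970 in NK cells. The cause was not tested. A threshold of 10 TPM gave 764 hits in B cells, 681 in T cells, 528 in HSPCs, 807 in NK cells and 4520 in monocytes, as a lower threshold must. The rescaling without rRNA and the 3 gave 581 hits in B cells, 682 in HSPCs, 562 in NK cells and 1683 in monocytes, since each remaining transcript gains TPM. Counted once, same-valued transcripts left 137 hits in HSPCs. In the 150 most abundant they left 9 rRNA, 28 snRNA, 22 snoRNA and 29 protein-coding transcripts in B cells, 7, 28, 64 and 4 in T cells, 5, 28, 22 and 46 in HSPCs, and 7, 31, 38 and 14 in NK cells. In monocytes they left 11 rRNA, 15 snoRNA and 55 protein-coding transcripts. Of the transcripts above the threshold in all 15 libraries, 74 were left when counted once, and 303 passed 10 TPM. Leaving out 1 library moved none of the hit counts by over 1.5 times.

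Without the most abundant transcript of each RNA type, 5 shares were called higher, and the log2 ratio of the ribozyme share of B cells reversed to -0.26. That setting takes out Rpph1-201, which held at least 99.0% of the ribozyme TPM of B cells, so the remainder is near the floor. Why the other calls changed was not tested. The rescaling without rRNA and the 3 reversed that of HSPCs to 0.69 and lost the other lower calls of HSPCs that it tests. Leaving out rRNA alone kept all 5 of these calls, with log2 ratios between -2.96 and -1.76 (adjusted p 0.0122, exact permutation test with Benjamini-Hochberg), so the share of the 3 transcripts accounts for the loss. Across the fits that each left out 1 library, 0 to 8 shares were called higher and 0 to 7 lower, and no direction reversed. The share calls lost in those fits numbered 64 of 210 values. Under the other alternatives, 10 of 40 values lost their call in the same direction. A further 2, those of the ribozyme shares, lost it and reversed. The named surface transcripts kept their calls in all 193 values with 1 library left out.

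In PBMCs, DESeq2 called 50 genes higher and 120 lower in WT against ct and 60 lower in Y against WT. It gave no adjusted p to 4963 and 2933 genes in these comparisons, which stayed out of its calls. Without a filter, 238 genes were higher in WT against ct, 133 higher and 124 lower in Y against ct, and 132 higher and 234 lower in Y against WT, with 29571 genes tested. A fit of only the 6 libraries compared gave 78 higher calls in Y against WT, and the cause was not tested. DESeq2 size factors, a minimum of 10 counts in every library, and leaving out rRNA, mitochondrial and haemoglobin genes kept every PBMC count within 1.5 times. Fits that each left out 1 library gave 56 to 126 higher and 111 to 171 lower calls in WT against ct, 17 to 116 and 17 to 51 in Y against ct, and 26 to 65 and 26 to 112 in Y against WT. The 116 higher calls came without ct replicate 3, and the 17 without Y replicate 3. Of the lists, fry called interferon response lower in Y against ct, with an adjusted p of 0.0224 by fry and Benjamini-Hochberg (0.110 to 0.309 by camera with 1 library left out), and left the other calls on both lists in place. Leaving out 1 library changed no call on them. For single PBMC genes named in the text, 139 of 147 values under the other alternatives kept their call or lack of one, 2 lost it and 6 gained it. DESeq2 gave no adjusted p for 11 of the 18 comparisons of genes named by size. With 1 library left out, 33 of 216 values lost a call and 3 gained one, and no called change reversed. Some uncalled changes did change sign. The log2 fold change of Rny1 in Y against ct ranged from -0.22 to 0.18, and those of Rny3 in Y against ct and Y against WT also took both signs.

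Whether the replicate numbers pair the surface samples cannot be told. Deviations of same-numbered surface libraries had r between -0.41 and 0.59 over 30 pairs, 4 of them above 0.1, and differently numbered libraries were not compared. In PBMCs r lay between -0.06 and 0.06 over 9 pairs, which gave no sign of pairing. With the replicate number as a block, the surface counts were 225 higher and 512 lower in B cells, 299 and 645 in T cells, 37 and 841 in HSPCs, 176 and 272 in NK cells, and 844 and 122 in monocytes. The blocked PBMC counts were 75 and 159 for WT against ct, 33 and 41 for Y against ct, and 46 and 82 for Y against WT. The block changed no call on the innate immunity lists. Under the block, camera no longer called the immediate early list in Y against ct or the monocyte list in Y against WT, and the calls on Rps18-ps3 Y against ct and Rny1 WT against ct crossed the threshold, with adjusted p of 0.0508 and 0.0462 by edgeR.

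Comparisons that include nuclear tRNA, among them the breadth of surface tRNA, were not run, since the surface TPM listed 0 nuclear tRNA transcripts. The unknown depth of the surface libraries leaves open how many transcripts at 0 TPM were undetected. In PBMCs, Y replicate 1 had the fewest counts, 4686426, and named genes near 1 CPM rest on few counts, such as 3 to 22 for Cks2.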

Other observations

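The tests of marker lists, of AY036118, of neutrophil genes, of erythroid and platelet genes and of immediate early genes were chosen only after the result was seen, as was the rescaling without rRNA and the 3 on which the tests of lower calls in HSPCs, of the protein-coding share of monocytes and of B cell replicate 1 rest.

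For the surface contrasts, the 15 libraries were split at random into 5 groups of 3, and 100 splits were counted with the real one. As many calls as in the real split came from 2 of 100 splits for B cells, the other of which gave 776 against 732, and from 1 of 100 each for T cells, HSPCs, NK cells and monocytes. In PBMCs, 1 of the 10 splits of 6 libraries gave as many calls for each of WT against ct, Y against ct and Y against WT, and the next largest split gave 1 call each time. With 10 splits the share cannot fall under 0.1. The test of any difference between the 3 PBMC groups called 298 genes, and 1 of 100 splits gave as many. For the inflammatory response list, a camera p as small came from 1 of 10 splits for WT against ct, 7 for Y against ct and 1 for Y against WT. For the interferon response list the splits numbered 3, 1 and 1.

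Lower calls on HSPCs outnumbered higher ones 831 to 33. A candidate explanation is composition, since 3 same-valued transcripts took at least 74.3% of each HSPC library. With rRNA and these 3 left out before rescaling, 762 of the 831 were tested again, and 266 were called lower again while 93 were called higher. Most lower calls may therefore follow from the share of the 3 transcripts. The 266 that stayed are not explained by it. HSPCs were sequenced on the platform of the lymphocyte libraries, so platform does not set them apart from these.

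The higher protein-coding share of monocytes is argued against as an effect of composition alone: without rRNA and the 3, the lowest monocyte library still held 2.30 times the share of the highest other library. Sequencing platform cannot be told apart from cell type, as 0 libraries of other cell types were on the monocyte platform. RNA from broken cells was not tested. Gapdh, for which the study saw no probe signal on intact human cells, passed 50 TPM on average in monocytes alone. A difference between monocytes and the other cell types stays open as untested.

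Messenger RNAs of a lineage were found on the surface of the type that makes them. The marker list was higher in all 3 libraries of its own type than in all other libraries for 4 cell types, all but HSPCs. This is consistent with messenger RNA of the sorted cells entering the surface libraries, whether exposed on the membrane or released by damaged cells, which the data do not separate. For HSPCs the data leave this open. After rescaling without rRNA and the 3, the HSPC list was at 179 to 211 TPM in the HSPC libraries. It was at most 94.2 TPM in the 9 lymphocyte libraries, sequenced on the same platform, and at least 399.6 TPM in the monocyte libraries, where platform and cell type are confounded. Of its 15 genes, 5 lay above all other libraries in HSPCs on that scale. As percent of protein-coding TPM the list overlapped between HSPCs and monocytes, at 0.115% to 0.123% and 0.103% to 0.122%.

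The monocyte libraries also held neutrophil messenger RNAs. Of the 15 genes on the neutrophil list, 14 were above all other libraries in each of the 3 monocyte libraries, 1 of the 15 (Stfa2l1) being listed at 0 throughout. Without rRNA and the 3 the number was 12, and the list reached 1867 TPM in the highest HSPC library, against 4262 in the lowest monocyte library. S100a8 was at 413 to 480 TPM, S100a9 at 446 to 516, Ngp at 252 to 278 and Camp at 193 to 214. RNA of neutrophils or their precursors from the bone marrow may be present. The list shares 1 gene with the inflammatory response list, and monocytes and their precursors can express part of it. A platform effect that raises all messenger RNA of the monocyte libraries alike is argued against: as percent of protein-coding TPM, 10 of the 15 genes still lay above all other libraries. The sum of the list overlapped between monocytes and HSPCs on that scale, at 1.19% to 1.41% and 0.789% to 1.25%, and was at most 0.274% in lymphocytes. A platform effect on some messenger RNAs was not tested.

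Replicate 1 of B cells had a lower r with the other replicates. The 3 same-valued transcripts held 31.5% of it, against 14.2% and 10.6% of replicates 2 and 3. Without rRNA and the 3, the highest r of replicate 1 with another was 0.939, while replicates 2 and 3 gave 0.998. Other abundant transcripts still set this r, among them Mir6236-201 at 26169 to 40818 TPM in B cells, so the test does not decide. On the log2(TPM + 1) scale r with replicate 1 was 0.943 and 0.926, against 0.965 for the other pair. Spearman's rho over all transcripts was 0.724 and 0.660, against 0.700. Over the 377 transcripts above 50 TPM in at least 1 B cell library it was 0.872 and 0.844, against 0.971. These values go both ways, so a few very abundant transcripts cannot be told apart from a wider difference of this library.

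Lars2-209, a transcript of a mitochondrial leucyl-tRNA synthetase gene (chromosome 9, 123366927 to 123462666, GRCm38), was at 4103 to 29903 TPM in the 15 surface libraries, while Lars2-201 was at 0 to 7.58 TPM. In PBMC total RNA, Lars2 took 7.26% to 8.35% of all counts. Mir6236-201 was at 7970 to 40818 TPM. Reads of a ribosomal RNA might explain both. The longest match with the 356 rRNA transcripts of the reference was 0 bases for Lars2-209 and 0 bases for Mir6236. The large-subunit rRNA was not among the sequences searched, so reads shared with a ribosomal RNA cannot be told apart from transcripts of these genes.

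AY036118-201 was at 214 to 443 TPM in monocytes and at most 0.219 TPM in the other 12 libraries, and took 1.31% to 5.46% of PBMC counts. All 923 of its bases lie within an 18S rRNA gene of the reference, so its values may be rRNA reads divided arbitrarily between the copies. Why monocytes alone show it on the surface was not tested, and their table was made with another version of the transcript set.

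Gm55099-201 was at 4574 TPM on average in monocytes and is not listed for the other cell types. A transcript set without it was considered for the other tables, which would lack its whole series of identifiers, but they list 906 transcripts of that series. Transcripts at 0 in all 12 libraries are not listed there, so a missing transcript cannot be told apart from one at 0. The transcript sets were not the same, since 69 transcripts of the other tables are listed for monocytes under another version.

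Neutrophil genes were higher in the PBMC group Y. The median log2 fold change of the list was 1.22 in Y against ct, over 11 genes that passed the filter. S100a8 rose by 1.30 and S100a9 by 1.22 on the log2 scale against ct. A larger share of neutrophils or of their RNA in Y is consistent with this. A lower share of lymphocytes, which would raise all other types alike, is argued against, because the monocyte list moved by -0.082 in Y against WT. The neutrophil list shares 1 gene, and the monocyte list 1 gene, with the inflammatory response list. A response of the cells to whatever Y denotes stays open as untested.

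Erythroid and platelet genes set ct apart. The platelet list had a median of -0.63 in WT and -0.39 in Y against ct, and the erythroid list -0.78 and -0.66. Between Y and WT the erythroid list did not differ (median 0.08, camera adjusted p 0.234). More RNA of red cell precursors and platelets in the ct samples than in the others may explain it, and a difference in cell preparation or a response to what the groups denote stays open. Immediate early genes were higher in WT, with a median of 0.41 for 24 genes that left out those first seen. A stress or handling response before lysis may explain it, and so may a response to what WT denotes. The list shares 2 genes with the inflammatory response list, which was also higher in WT.

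The 3 PBMC libraries of a group were close to each other. If they came from one pool of blood, immunoglobulin V genes, which differ between animals, would spread no more than other genes. Their median spread was 0.996, at percentile 62.4 of 10000 random lists matched on expression, whose central range was 0.619 to 1.34. That is in the range predicted for pooling, but only 14 genes passed the filter, so pooled blood cannot be told apart from separate animals.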
